A study of Mus musculus with 69 samples.

How the data were processed

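RNA was measured in 69 libraries of sorted mouse cells, 40 from control and 29 from infected mice, which the labels place in 14 groups of 8 populations. Per the labels' protocols, each library was a pool of cells from 5 mice, the 5 sorting experiments were independent, and libraries were made with a 3′-end kit for polyadenylated RNA (Lexogen QuantSeq, forward version). Reads from such a kit start near the 3′ end of a transcript, so gene length does not scale the values. The replicates are therefore pools from separate sorts, and p values measure the spread between pools. No library was a copy of another, and pairwise correlations of log2 values within a group ran from 0.633 in small bowel dendritic cells to 0.972 in infected CX3CR1hi macrophages. The labels give each library the letter of an experiment, which is the source of the block; whether a letter marks the same mice in different populations is not given in the sources used here. Of the same-letter pairs, 0 had deviations from the group means that correlated above 0.1 in each comparison of 2 groups, where 0 to 5 libraries correlated best with their own letter. In the 4 groups of the interaction with CX3CR1int cells 1 of 30 pairs did (highest 0.152) and 12 of 20 libraries correlated best with their own letter, and with CX3CR1neg cells 0 and 7.

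The deposited values are RPM that the authors had quantile-normalized over all 69 libraries, so that each rank holds nearly the same value in each library (22 of the 50 highest ranks hold exactly 1 value). The submitters' processing notes name bcl2fastq, TopHat2 2.1.1, HTSeq 0.6.0 and the mouse build NCBIM37; their settings, the use of strand and the treatment of reads that map to several genes are not given in the sources used here. The table holds 37991 Ensembl gene identifiers, of which 32919 had a symbol in a table of gene names of another annotation release, and 15113 were at 0 in all libraries. Identifiers without a symbol carried 1.96% of the summed values. No coordinates are given, because the reference annotation used for names belongs to another build. Genes with near-identical copies or overlapping neighbours are uncertain where reads could be split between them, among them the Gbp, Serpina3, Oas1, Ifit, Ly6, Reg3, Saa, H2 and immunoglobulin families.

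Sequencing depth is unknown, since quantile normalization left no whole reads in the values, which summed to 934978 to 978546 per library. Genes above 0 per library (5295 to 15091) and the lowest value above 0 (0.00387 to 28.4 RPM) differ widely, so a gene at a few RPM was measurable in some libraries and not in others. The value at 10 reads was approximated as the 10th lowest distinct value of a library, which assumes that ties mark equal read counts; it ran from 0.663 to 57.4 RPM. A gene at exactly 0 is called listed at 0, with no fold against a group all at 0 and no mean for a group that holds a 0, as even Gapdh was listed at 0 in 7 libraries.

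Each comparison used limma 3.58.1 (lmFit, then eBayes with trend and robust set) in R 4.3.3 on log2 (value + 1), with only the libraries of the groups compared. Fold changes on that scale can be understated for low genes and, with values at 0, overstated. Genes were kept if at least 2 RPM in at least 4 libraries of the fit, and passed at a Benjamini-Hochberg adjusted p below 0.05. The 6 populations with both states were compared between infected and control, the difference of that effect between CX3CR1hi and CX3CR1int or CX3CR1neg macrophages was an interaction term, and 6 pairs of control populations were compared. Gene lists for cell types, defence, metabolism and stress were tested with camera at a preset correlation of 0.01 and with an estimated one (statmod 1.5.0), adjusted over the lists of a comparison. They covered 26 themes: lymphoid tissue, B cell help and IgA switching, type I and gamma interferon response, inflammatory, anti-inflammatory and antimicrobial genes, MHC class II, resident, monocyte, dendritic, peritoneal, neutrophil, eosinophil and mast cell, B cell, plasma cell, T cell, cytotoxic, type 3, epithelial, fibroblast, endothelial and glial markers, cell cycle, glycolysis, and immediate early genes that tissue dissociation also induces. List members Ccl21a, Gbp5, Gbp6, Psmb9, Igha and Iglc1 had no matching symbol. Lists with under 3 measured members were not tested.

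Groups, tests, gene lists, alternatives and the rule for genes to name were fixed before the data were examined. Genes named were taken from the 8 largest rises and 8 largest falls among genes that passed and whose groups did not overlap in any library (for interactions, that passed), leaving out predicted genes, immunoglobulin and T cell receptor segments, ribosomal and mitochondrial genes; from up to 4 members with the smallest adjusted p of each list that passed or concerned the sort or the infection; and from sort genes and B cell and lymphoid tissue factors whatever their result (Cx3cr1, Itgam, Itgax, Itgae, Ptprc, Csf1r, Adgre1, H2-Ab1, Il10, Cxcl13, Ccl19, Ccl20, Tnfsf13b, Tnfsf13, Lta, Ltb and Ccr7). Alternatives were pseudocounts of 0.25 and 4, no filter, a filter at 10 RPM, library medians set equal, quantile normalization within the fit, the sorting experiment as a block, all 14 groups in 1 fit, array weights, and leaving out each library. Added after seeing the data were a floor, which raised values to the highest 10-read value of the fit, and a test of only the genes whose mean reached that value. A planned count test did not apply, as the values are not counts. No column of the table was left out. The code for tables and figures ran on Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

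The fits were tested on simulated data drawn from the real libraries with 200 genes changed, 5 times each. With no gene changed, the median number called was 0 in each comparison of 2 groups. Changes of 4-fold and 16-fold were recovered in 29.8 and 73.8% of cases for infection in CX3CR1hi macrophages (11778 genes tested), 6.4 and 27.2% in large bowel dendritic cells (12877 genes), 3.2 and 15.2% for CX3CR1int against CX3CR1neg cells (12097 genes) and 0.6 and 13% for the comparison of dendritic cells between tissues (12348 genes), so low counts in the last of these leave most changes of that size undetected.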

Results

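The series profiled the polyadenylated transcripts of cell populations sorted from the intestine and the peritoneal cavity of mice, with 3′-end RNA sequencing. Libraries came from uninfected mice and from mice examined 5 days after infection with Salmonella enterica SL1344, a strain that infects the mouse gut. From the large bowel there were 3 macrophage populations, separated by high, intermediate or absent CX3CR1 (CX3CR1hi, CX3CR1int and CX3CR1neg). CX3CR1 is the fractalkine receptor, a marker of intestinal macrophages. CD103+CD11b- dendritic cells, CD45-negative stromal cells and lymphocytes also came from the large bowel, each in control and infected mice. CD103+CD11b+ dendritic cells of the small bowel and CD115+F4/80+MHCII- macrophages of the peritoneum were measured in control mice. Each library pooled cells from 5 mice. The 5 sorting experiments, lettered A to E, gave 5 libraries for each of 13 groups and 4 for infected stromal cells, 69 in all (40 control and 29 infected). The number of genes above 0 ran from 5295 to 15091 per library. In every large bowel population other than the dendritic cells each infected library detected more genes than each control library. Group medians were 14192 against 11368 in CX3CR1hi macrophages, 13201 against 9472 in CX3CR1int macrophages and 12948 against 8765 in CX3CR1neg macrophages. Sequencing depth is not given in the sources used here, so this difference, and the positive median change of all genes with infection, were not separated from a difference in depth. Fold changes are log2 differences on the log2 (value + 1) scale with their standard errors, levels are means ± SD of the deposited RPM values, and adjusted p values come from limma over all genes tested. Counts for a gene list are members that passed among those measured, with the count adjusted over the list alone where it differs. List p values are from camera with a preset correlation, and an adjusted p with an estimated correlation is added where it ends the call.

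In CX3CR1hi macrophages the question was what infection changed in the gut-resident population that the series is about. Transcripts of host defence and interferon response rose, and part of the resident macrophage program fell (n = 5 and 5). The acute-phase gene Saa3 (ENSMUSG00000040026) rose by 8.88 ± 0.50 (adjusted p = 1.8e-09), reaching 1238 ± 277. The serpin Serpina3g rose by 7.12 ± 0.67 (adjusted p = 2.9e-07) and the interferon-induced GTPase Iigp1 by 6.62 ± 0.66 (adjusted p = 1.9e-06). Il18bp, which encodes the soluble inhibitor of IL-18, rose by 5.97 ± 0.67 (adjusted p = 3.2e-06). Il10 itself, the cytokine named in the series title, was at 371 ± 74.8 in infected and 345 ± 153 in control libraries (0.18 ± 0.23, adjusted p = 0.62). Cx3cr1 was at 906 ± 95.8 and 718 ± 178 (0.36 ± 0.15, adjusted p = 0.095). Without control library D its change was 0.49 (adjusted p = 0.015). In total 2009 of 10532 genes passed, 1129 higher and 880 lower in infection. The median change of all genes was 0.28.

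Among interferon gamma response genes, 13 rose and 0 fell of 18, or 14 and 0 adjusted over the list alone (adjusted p = 4.3e-11). Tap1 rose by 2.77 ± 0.22 (adjusted p = 5.4e-08). Gbp7 rose by 2.37 ± 0.17 (adjusted p = 1.3e-08) and the transcription factor Irf1 by 1.91 ± 0.15 (adjusted p = 5.4e-08). In the type I interferon list, 11 rose and 0 fell of 19, or 14 and 0 adjusted over the list alone (adjusted p = 4.3e-06). Oas2 (4.14 ± 0.84, adjusted p = 0.0017) and Rsad2 (2.69 ± 0.43, adjusted p = 9.5e-04) were among them. For antimicrobial defence, 11 rose and 0 fell of 19, or 13 and 0 adjusted over the list alone (adjusted p = 3.9e-09). This list includes S100a8, S100a9 and Reg3b, given below as transcripts of other cell types. Of the inflammatory cytokines, 7 rose and 5 fell of 19, or 8 and 7 adjusted over the list alone (adjusted p = 0.64). Il12b rose by 3.96 ± 0.57 (adjusted p = 1.9e-04), Ccl5 by 4.04 ± 0.52 (adjusted p = 3.8e-05) and Tnf by 2.49 ± 0.34 (adjusted p = 2.9e-05). The neutrophil chemokine Cxcl2 fell from 7339 ± 1350 to 3090 ± 612 (-1.25 ± 0.13, adjusted p = 3.5e-06). The B cell chemokine Cxcl13 rose by 2.45 ± 0.62 (adjusted p = 0.0088) and the adhesion molecule Vcam1 by 1.27 ± 0.14 (adjusted p = 2.2e-06). In the lymphoid tissue list as a whole, 3 rose and 0 fell of 10, or 3 and 1 adjusted over the list alone (adjusted p = 0.72). In the list for B cell help and IgA switching, 0 rose and 1 fell of 8, or 1 and 1 adjusted over the list alone (adjusted p = 0.69).

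The resident macrophage list went down: 2 rose and 14 fell of 20, or 4 and 14 adjusted over the list alone (adjusted p = 2.6e-07). Pf4 fell by 2.25 ± 0.18 (adjusted p = 5.1e-08) and Gas6 by 2.52 ± 0.25 (adjusted p = 5.9e-07). The mannose receptor Mrc1 (-0.89 ± 0.12, adjusted p = 3.9e-05) and the lipid carrier Apoe (-0.91 ± 0.10, adjusted p = 2.8e-06) fell as well. Among anti-inflammatory genes, 1 rose and 8 fell of 15, or 1 and 11 adjusted over the list alone (adjusted p = 1.1e-05). Retnla fell by 5.34 ± 0.70 (adjusted p = 1.8e-05). The MHC class II genes H2-Ab1 (-1.12 ± 0.09, adjusted p = 5.4e-08) and H2-Eb1 (-0.70 ± 0.09, adjusted p = 2.5e-05) fell. Of that list, 1 rose and 6 fell of 13 (adjusted p = 8.8e-04, and adjusted p = 0.066 with an estimated correlation). Other large falls were Clec3b (-6.19 ± 0.66, adjusted p = 1.5e-06), Il22ra2, a soluble inhibitor of IL-22 (-5.55 ± 0.71, adjusted p = 1.6e-05), and the matrix protease Mmp9 (-5.34 ± 0.67, adjusted p = 1.1e-05). Transcripts of other cell types moved too. Of the epithelial markers, 10 rose and 0 fell of 15, or 11 and 0 adjusted over the list alone (adjusted p = 5.9e-05, and adjusted p = 0.14 with an estimated correlation). Cdh1 rose by 4.81 ± 0.78 and Reg3b, an epithelial antimicrobial lectin, by 7.35 ± 0.64. S100a8 and S100a9, abundant in neutrophils, were listed at 0 in all 5 control libraries and at 410 ± 176 and 246 ± 142 in infected ones. Among plasma cell markers 0 rose and 4 fell of 9, or 0 and 5 adjusted over the list alone (adjusted p = 4.2e-04). The lists of B cell markers and of type 3 and regulatory lymphocyte genes were lower (adjusted p of 0.024 to 0.03, and adjusted p of 0.078 to 0.15 with an estimated correlation). With all 14 groups in one fit the count of changed genes was 494.

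In CX3CR1int macrophages, infection raised interferon-induced and antimicrobial genes (n = 5 and 5). Saa3 rose by 8.94 ± 0.60 (adjusted p = 1.8e-06), and the interferon-induced GTPases Igtp and Iigp1 by 7.70 ± 0.81 and 7.30 ± 0.90. Retnla fell by 10.35 ± 0.61 (adjusted p = 2.8e-09) from 2067 ± 1100 in control libraries. The formyl peptide receptor gene Fpr2 (ENSMUSG00000052270), Upp1 and Smpdl3b were listed at 0 in all control libraries and at 629 ± 116, 198 ± 29.2 and 157 ± 14.1 after infection. The monocyte gene Plac8 rose by 3.95 ± 0.26 (adjusted p = 1.2e-08) and Cybb, the phagocyte oxidase subunit, by 2.17 ± 0.15 (adjusted p = 3.6e-08). Fn1 (-4.74 ± 0.39, adjusted p = 2.4e-07) and S100a4 (-2.48 ± 0.28, adjusted p = 9.9e-06) fell. Il10 (0.25 ± 0.52, adjusted p = 0.8) and Cx3cr1 (-0.42 ± 0.36, adjusted p = 0.49) did not pass. The test called 1026 genes, 670 higher and 356 lower.

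Of the interferon gamma list, 13 rose and 0 fell of 17, or 16 and 0 adjusted over the list alone (adjusted p = 5.5e-16). The chemokine Cxcl9 rose by 4.11 ± 0.23 (adjusted p = 2.2e-09). In the type I interferon list, 13 rose and 0 fell of 20, or 17 and 0 adjusted over the list alone (adjusted p = 6.7e-11). For antimicrobial defence, 11 rose and 1 fell of 18, or 14 and 1 adjusted over the list alone (adjusted p = 7.2e-10). Nos2 rose by 6.69 ± 0.99 (adjusted p = 2.1e-04). Among glycolysis and hypoxia genes, 9 rose and 1 fell of 16, or 13 and 1 adjusted over the list alone (adjusted p = 8.3e-06). Hif1a rose by 2.21 ± 0.25 (adjusted p = 8.5e-06) and Aldoa by 2.66 ± 0.35 (adjusted p = 6.9e-05). Il1b rose by 1.10 ± 0.18 (adjusted p = 6.0e-04) and Vcam1 by 3.10 ± 0.33 (adjusted p = 5.5e-06). H2-Ab1 (-1.02 ± 0.15, adjusted p = 2.3e-04) and H2-Eb1 (-0.89 ± 0.13, adjusted p = 1.4e-04) fell. In the MHC class II list, 1 rose and 4 fell of 13, or 2 and 5 adjusted over the list alone (adjusted p = 0.0046). As lists, anti-inflammatory genes (2 rose and 3 fell of 16, or 3 and 4 adjusted over the list alone, adjusted p = 0.17) and resident macrophage markers (2 rose and 4 fell of 20, adjusted p = 0.091) did not pass. Further falls were Mgl2 (-5.32 ± 0.55, adjusted p = 3.7e-06), Tnip3, a restrainer of NF-kB signalling (-5.17 ± 0.49, adjusted p = 1.6e-06), and Cd209a (-6.57 ± 0.82, adjusted p = 3.5e-05). Of the plasma cell markers, 0 rose and 3 fell of 8, or 1 and 4 adjusted over the list alone (adjusted p = 0.0046, and adjusted p = 0.31 with an estimated correlation). Peritoneal macrophage markers were lower as a list (0 rose and 2 fell of 8, adjusted p = 0.0035), and so were type 3 lymphocyte genes (0 rose and 2 fell of 8, adjusted p = 0.008). All genes together had a median change of 0.52. With library medians aligned 137 genes passed, 46 higher and 91 lower. Leaving out control library C gave 1855 genes. Leaving out infected library A, B, C, D or E gave 643, 616, 628, 593 or 625.

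In CX3CR1neg macrophages, resident macrophage genes fell, and antimicrobial and interferon gamma response genes rose (n = 5 and 5). Retnla (ENSMUSG00000061100) fell by 12.80 ± 0.35 (adjusted p = 2.7e-14) from 13610 in each of the 5 control libraries. Those libraries gave it the same rank and so the same quantile-normalized value. The scavenger receptor Cd163, at 1417 ± 728 in controls, fell by 10.27 ± 0.69 (adjusted p = 1.2e-08). The folate receptor Folr2 (-9.16 ± 0.67, adjusted p = 3.4e-08), the hyaluronan receptor Lyve1 (-8.76 ± 0.77, adjusted p = 2.8e-07) and Gas6 (-8.98 ± 0.62, adjusted p = 1.4e-08) fell. Saa3 rose by 10.55 ± 0.53 (adjusted p = 5.5e-08) to 13090 ± 1160. The protease inhibitor Slpi rose by 7.79 ± 0.86 (adjusted p = 5.9e-06) and Chil3 by 7.75 ± 0.83 (adjusted p = 3.7e-06). Fpr2, the haptoglobin gene Hp and Nos2, the inducible nitric oxide synthase, were listed at 0 in all control libraries and at 990 ± 63.2, 517 ± 69.7 and 426 ± 279 in infected ones. Of 10385 genes, 1068 were higher and 510 lower.

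Of the resident macrophage markers, 2 rose and 13 fell of 20, or 3 and 15 adjusted over the list alone (adjusted p = 1.8e-16). Mrc1 (-6.34 ± 0.40, adjusted p = 6.1e-09), Selenop (-4.34 ± 0.24, adjusted p = 1.4e-09) and Apoe (-2.58 ± 0.17, adjusted p = 1.2e-08) fell. Cx3cr1 (0.25 ± 0.94, adjusted p = 0.88) and Itgam (0.04 ± 0.21, adjusted p = 0.92) did not pass. Monocyte markers moved the other way: 9 rose and 3 fell of 14, or 10 and 3 adjusted over the list alone (adjusted p = 0.0098, and adjusted p = 0.0542 with an estimated correlation). Plac8 rose by 5.34 ± 0.38 (adjusted p = 6.6e-08). Against the list, F13a1 (-4.48 ± 0.39, adjusted p = 2.7e-07) and Fn1 (-4.61 ± 0.38, adjusted p = 1.4e-07) fell. Of antimicrobial genes, 16 rose and 1 fell of 18 (adjusted p = 1.6e-11). Of the interferon gamma list, 15 rose and 0 fell of 17 (adjusted p = 6.7e-11). Cxcl9 rose by 5.34 ± 0.31 (adjusted p = 1.6e-09) and Gbp3 by 5.18 ± 0.78 (adjusted p = 1.7e-04). Of the type I list, 9 rose and 0 fell of 20, or 10 and 1 adjusted over the list alone (adjusted p = 4.6e-04, and adjusted p = 0.13 with an estimated correlation). Of the inflammatory cytokines, 10 rose and 5 fell of 20, or 11 and 5 adjusted over the list alone (adjusted p = 0.26). Of glycolysis genes, 10 rose and 0 fell of 16, or 14 and 0 adjusted over the list alone (adjusted p = 4.6e-07). Pgk1 rose by 3.36 ± 0.39 (adjusted p = 8.7e-06).

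The monocyte-attracting chemokines Ccl2 (-6.65 ± 0.34, adjusted p = 3.8e-10) and Ccl7 (-8.51 ± 0.58, adjusted p = 1.4e-08) fell in these cells. The T cell chemokine Ccl5 rose by 6.75 ± 1.02 (adjusted p = 0.0015) and Ptgs2, the inducible prostaglandin synthase, by 4.70 ± 0.49 (adjusted p = 2.7e-06). Immediate early genes were lower (0 rose and 8 fell of 18, or 1 and 9 adjusted over the list alone, adjusted p = 6.5e-06, and adjusted p = 0.1 with an estimated correlation). Egr1 (-2.21 ± 0.23, adjusted p = 2.7e-06) and Junb (-0.95 ± 0.14, adjusted p = 1.1e-04) fell. Anti-inflammatory genes were lower (1 rose and 5 fell of 16, or 2 and 7 adjusted over the list alone, adjusted p = 2.7e-05, and adjusted p = 0.13 with an estimated correlation). Dendritic cell markers split, as 3 rose and 5 fell of 15, or 3 and 6 adjusted over the list alone (adjusted p = 0.0036, and adjusted p = 0.11 with an estimated correlation). Itgae, which encodes CD103, fell by 5.45 ± 0.86 (adjusted p = 2.9e-04), and Irf4 fell by 7.63 ± 0.82 (adjusted p = 4.1e-06). Type 3 lymphocyte genes were lower as a list (0 rose and 4 fell of 9, or 0 and 5 adjusted over the list alone, adjusted p = 1.8e-05), and so were peritoneal macrophage (0 rose and 3 fell of 7, adjusted p = 6.5e-06) and fibroblast markers (0 rose and 2 fell of 12, or 0 and 3 adjusted over the list alone, adjusted p = 9.7e-05). Plasma cell and B cell markers were lower (adjusted p of 0.0013 to 0.027, and adjusted p of 0.13 to 0.35 with an estimated correlation), and neutrophil and cytotoxic lymphocyte genes higher (adjusted p of 0.021 to 0.027, and adjusted p of 0.15 to 0.19 with an estimated correlation). S100a8 rose by 7.37 ± 0.85. Of the epithelial markers, 0 rose and 0 fell of 12 (adjusted p = 0.42). The median of all genes was 0.65. With library medians aligned 372 genes passed, 117 higher and 255 lower. Leaving out infected library B, C, D or E gave 979, 1021, 1000 or 1029 genes.

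In CD103+CD11b- dendritic cells 142 genes changed with infection, of which 90 rose (n = 5 and 5; median of all genes 0.35). Among interferon-induced genes, Iigp1 (ENSMUSG00000054072) rose by 7.30 ± 1.14 (adjusted p = 2.7e-05) and the nucleic acid sensor Zbp1 by 5.86 ± 1.12 (adjusted p = 9.2e-04). Irf1 rose by 2.47 ± 0.31 (adjusted p = 2.9e-07) and Cxcl9 by 2.41 ± 0.29 (adjusted p = 2.2e-07). Ciita, the regulator of MHC class II transcription, rose by 1.91 ± 0.37 (adjusted p = 0.0012). H2-Ab1 was at 3860 ± 470 and 4532 ± 571 (-0.23 ± 0.13, adjusted p = 0.45). Irf8 and Id2, transcription factors of this dendritic cell lineage, rose by 0.85 ± 0.15 (adjusted p = 1.9e-04) and 1.70 ± 0.25 (adjusted p = 9.6e-06). Klf4 (-3.75 ± 0.47, adjusted p = 2.2e-07) and Hepacam2 (-3.35 ± 0.46, adjusted p = 3.5e-06) fell. The transcription factor Mef2c (-4.51 ± 0.84, adjusted p = 7.0e-04) and the IL-1 decoy receptor Il1r2 (-4.24 ± 0.80, adjusted p = 0.0015) fell as well.

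Interferon gamma genes were higher as a list: 8 rose and 0 fell of 18, or 16 and 0 adjusted over the list alone (adjusted p = 5.1e-17). Type I interferon genes were higher (2 rose and 0 fell of 15, or 6 and 0 adjusted over the list alone, adjusted p = 1.8e-05), and so were antimicrobial genes (5 rose and 0 fell of 16, or 11 and 1 adjusted over the list alone, adjusted p = 4.4e-08). Dendritic cell markers (2 rose and 0 fell of 17, or 5 and 0 adjusted over the list alone, adjusted p = 1.5e-04, and adjusted p = 0.13 with an estimated correlation) and genes of B cell help (1 rose and 0 fell of 8, adjusted p = 0.01, and adjusted p = 0.15 with an estimated correlation) were higher as lists. Inflammatory cytokines, lymphoid tissue genes and cell cycle genes were higher, and fibroblast and peritoneal macrophage markers lower, with at most 1 member past the threshold in each (adjusted p of 0.0049 to 0.033, and adjusted p of 0.15 to 0.39 with an estimated correlation). S100a8 (5.87 ± 1.32, adjusted p = 0.0074) and S100a9 (5.84 ± 1.27, adjusted p = 0.0052), which are abundant in neutrophils, rose and are among the antimicrobial genes. The macrophage gene C1qa rose by 3.51 ± 0.70 (adjusted p = 0.0039) and the epithelial lectin Reg3b by 6.17 ± 1.09 (adjusted p = 3.0e-04). Without infected library B, S100a8 and S100a9 had adjusted p of 0.066 and 0.052. C1qa had adjusted p of 0.079, 0.074 and 0.063 without control library B or E or infected library A, and of 0.089 with array weights. Each left-out infected library reduced the count to between 83 and 93.

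In CD45-negative stromal cells, fibroblast and smooth muscle markers fell with infection, and interferon gamma response and MHC class II transcripts rose (n = 4 infected and 5 control). Clec3b (ENSMUSG00000025784) fell from 10550 ± 4150 to 20 ± 5.94 (-8.86 ± 0.33, adjusted p = 9.2e-14). The hyaluronan synthase Has1 (-9.94 ± 0.55, adjusted p = 1.9e-12) and the matrix genes Tnxb (-8.05 ± 0.75) and Col14a1 (-7.70 ± 0.54) fell. Ackr4 was at 532 ± 286 in controls and listed at 0 in all 4 infected libraries. The epithelial lectins Reg3g and Reg3b rose by 11.10 ± 0.55 (adjusted p = 1.8e-13) and 10.83 ± 1.43 (adjusted p = 0.0018), and the colonocyte keratin Krt20 by 7.12 ± 0.80 (adjusted p = 5.6e-07). Together 1133 genes were higher and 935 lower, around a median of all genes of 0.27. The count was 1276, 1343 or 1325 without infected library C, D or E.

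Fibroblast and smooth muscle markers fell as a list: 0 rose and 15 fell of 18, or 0 and 16 adjusted over the list alone (adjusted p = 1.8e-22). Col3a1 (-4.10 ± 0.25, adjusted p = 1.8e-11), Col1a2 (-4.27 ± 0.30, adjusted p = 3.5e-10) and Dpt (-6.27 ± 0.37, adjusted p = 8.6e-12) fell. Of the epithelial markers, 9 rose and 0 fell of 20, or 13 and 0 adjusted over the list alone (adjusted p = 4.9e-09, and adjusted p = 0.24 with an estimated correlation). Zg16 rose by 5.25 ± 0.82 (adjusted p = 6.0e-05) and Vil1 by 3.75 ± 0.91 (adjusted p = 0.0049). Endothelial markers had a median change of 0.04, and 1 rose and 1 fell of 16 (adjusted p = 0.6). Of enteric glia markers, 1 rose and 1 fell of 5, or 1 and 2 adjusted over the list alone (adjusted p = 0.66). Of the MHC class II genes, 8 rose and 0 fell of 8 (adjusted p = 6.5e-08). Cd74 rose by 5.71 ± 0.76 (adjusted p = 6.1e-06) and H2-Ab1 by 4.55 ± 0.72 (adjusted p = 7.4e-05). Leukocyte RNA as a source of this rise was not tested, though Ptprc (CD45) reached higher values after infection. Of interferon gamma genes, 14 rose and 0 fell of 18, or 16 and 0 adjusted over the list alone (adjusted p = 6.9e-12). Igtp rose by 5.25 ± 0.57 (adjusted p = 3.9e-07). Of type I genes, 7 rose and 0 fell of 16, or 10 and 0 adjusted over the list alone (adjusted p = 0.0015, and adjusted p = 0.08 with an estimated correlation). Of antimicrobial genes, 11 rose and 0 fell of 14, or 13 and 0 adjusted over the list alone (adjusted p = 6.9e-12).

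The chemokine Cxcl12 fell by 2.17 ± 0.32 (adjusted p = 2.6e-05). Immediate early genes were lower (1 rose and 10 fell of 18, or 1 and 11 adjusted over the list alone, adjusted p = 1.6e-05, and adjusted p = 0.19 with an estimated correlation). Junb (-1.78 ± 0.14, adjusted p = 1.9e-09) and Socs3 (-3.03 ± 0.32, adjusted p = 1.6e-07) fell. Cell cycle genes were higher (10 rose and 0 fell of 18, or 15 and 0 adjusted over the list alone, adjusted p = 3.6e-06, and adjusted p = 0.19 with an estimated correlation), and Top2a rose by 3.92 ± 0.46. Glycolysis genes were higher as a list (7 rose and 0 fell of 16, or 8 and 0 adjusted over the list alone, adjusted p = 1.9e-04, and adjusted p = 0.0536 with an estimated correlation). Neutrophil markers were higher too (4 rose and 0 fell of 7, or 5 and 0 adjusted over the list alone, adjusted p = 2.0e-05, and adjusted p = 0.13 with an estimated correlation). S100a8 and S100a9 were listed at 0 in all controls and at 1016 ± 262 and 671 ± 156 after infection. Il1b rose by 5.11 ± 0.77 (adjusted p = 3.4e-05). Of the macrophage markers, 0 rose and 4 fell of 13 (adjusted p = 0.037, and adjusted p = 0.28 with an estimated correlation). The list median of 0.05 had the opposite sign of its mean of -0.60 and of its test, and it was -0.03 with library medians aligned.

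Lymphocytes of infected mice carried more transcripts of cytotoxic and type 1 genes and of interferon gamma response genes (n = 5 and 5). Ifng (ENSMUSG00000055170) rose by 7.33 ± 0.84 (adjusted p = 7.2e-05), and the granule genes Gzma and Nkg7 by 6.29 ± 0.83 (adjusted p = 3.9e-06) and 5.65 ± 0.77 (adjusted p = 5.3e-06). Il17a rose by 5.57 ± 0.93 (adjusted p = 1.2e-04) and Il22 by 4.06 ± 0.90 (adjusted p = 0.0032). Il21, a cytokine of B cell help, was listed at 0 in all 5 controls and passed the test (adjusted p = 2.7e-04). Ccr7, the lymph node homing receptor, fell from 692 ± 180 to 95.8 ± 33.4 (-2.90 ± 0.29, adjusted p = 2.0e-08). The B cell factor Pax5 fell from 758 ± 168 to 129 ± 38.4 (-2.58 ± 0.26, adjusted p = 2.0e-08). The count was 552 higher and 338 lower of 10612 genes, around a median of 0.22. In total 562 or 572 passed without infected library C or D.

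Of the cytotoxic and type 1 list, 8 rose and 0 fell of 15, or 11 and 0 adjusted over the list alone (adjusted p = 1.8e-09). Cxcr6 rose by 2.58 ± 0.41 (adjusted p = 6.3e-05). Of type 3 and regulatory genes, 7 rose and 0 fell of 15, or 8 and 0 adjusted over the list alone (adjusted p = 7.9e-04, and adjusted p = 0.061 with an estimated correlation). Icos rose by 1.82 ± 0.42 (adjusted p = 0.0067). T cell markers were higher as a list (5 rose and 0 fell of 17, or 6 and 0 adjusted over the list alone, adjusted p = 0.0017, and adjusted p = 0.17 with an estimated correlation). B cell markers went down (1 rose and 6 fell of 14, or 1 and 8 adjusted over the list alone, adjusted p = 1.2e-05, and adjusted p = 0.056 with an estimated correlation). Ebf1 (-2.09 ± 0.27, adjusted p = 1.8e-06) and Spib (-2.15 ± 0.48, adjusted p = 0.0034) fell. Pou2af1, a coactivator of immunoglobulin genes, rose by 0.99 ± 0.18 (adjusted p = 4.4e-04). Of plasma cell markers, 1 rose and 0 fell of 12, or 4 and 1 adjusted over the list alone (adjusted p = 0.15). Of the MHC class II genes, 1 rose and 7 fell of 13, or 1 and 8 adjusted over the list alone (adjusted p = 1.2e-05, and adjusted p = 0.14 with an estimated correlation). H2-Ob fell by 2.05 ± 0.30 (adjusted p = 1.6e-05). Of the interferon gamma genes, 12 rose and 0 fell of 18, or 13 and 0 adjusted over the list alone (adjusted p = 4.3e-11). Igtp rose by 6.03 ± 0.82 (adjusted p = 3.5e-05) and Irf1 by 1.95 ± 0.20 (adjusted p = 2.2e-08). Of type I genes, 2 rose and 0 fell of 15 (adjusted p = 0.2).

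Inflammatory cytokines were higher as well (8 rose and 0 fell of 14, or 11 and 0 adjusted over the list alone, adjusted p = 1.8e-08), and so were antimicrobial genes (8 rose and 0 fell of 15, or 10 and 0 adjusted over the list alone, adjusted p = 3.5e-10). Il1b rose by 3.73 ± 0.61 (adjusted p = 1.9e-04) and Slpi by 2.99 ± 0.26 (adjusted p = 3.8e-09). Glycolysis genes were higher (7 rose and 0 fell of 15, or 10 and 0 adjusted over the list alone, adjusted p = 1.0e-05). Immediate early genes moved both ways (4 rose and 2 fell of 18, or 8 and 2 adjusted over the list alone, adjusted p = 0.0036, and adjusted p = 0.26 with an estimated correlation). Fos rose by 1.02 ± 0.20. Nr4a1, induced by antigen receptor signals, fell by 1.53 ± 0.23 (adjusted p = 1.7e-05). Of the cell cycle genes, 6 rose and 1 fell of 20, or 11 and 1 adjusted over the list alone (adjusted p = 5.5e-04, and adjusted p = 0.14 with an estimated correlation). Monocyte (4 rose and 0 fell of 14, or 6 and 0 adjusted over the list alone, adjusted p = 7.0e-04, and adjusted p = 0.099 with an estimated correlation), epithelial (4 rose and 0 fell of 14, or 7 and 0 adjusted over the list alone, adjusted p = 2.6e-04, and adjusted p = 0.24 with an estimated correlation) and neutrophil markers (3 rose and 0 fell of 8, or 4 and 0 adjusted over the list alone, adjusted p = 0.0016, and adjusted p = 0.17 with an estimated correlation) were higher as lists beside these. Reg3b rose by 7.64 ± 0.85 and S100a8 by 7.11 ± 0.91. Fibroblast markers were lower as a list (0 rose and 1 fell of 13, or 0 and 3 adjusted over the list alone, adjusted p = 0.0094, and adjusted p = 0.24 with an estimated correlation). Of the eosinophil and mast cell markers, 0 rose and 0 fell of 5, or 1 and 0 adjusted over the list alone (adjusted p = 0.34). Each other comparison measured at most 2 members of that list, which was too few to test.

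**Figure D1:**
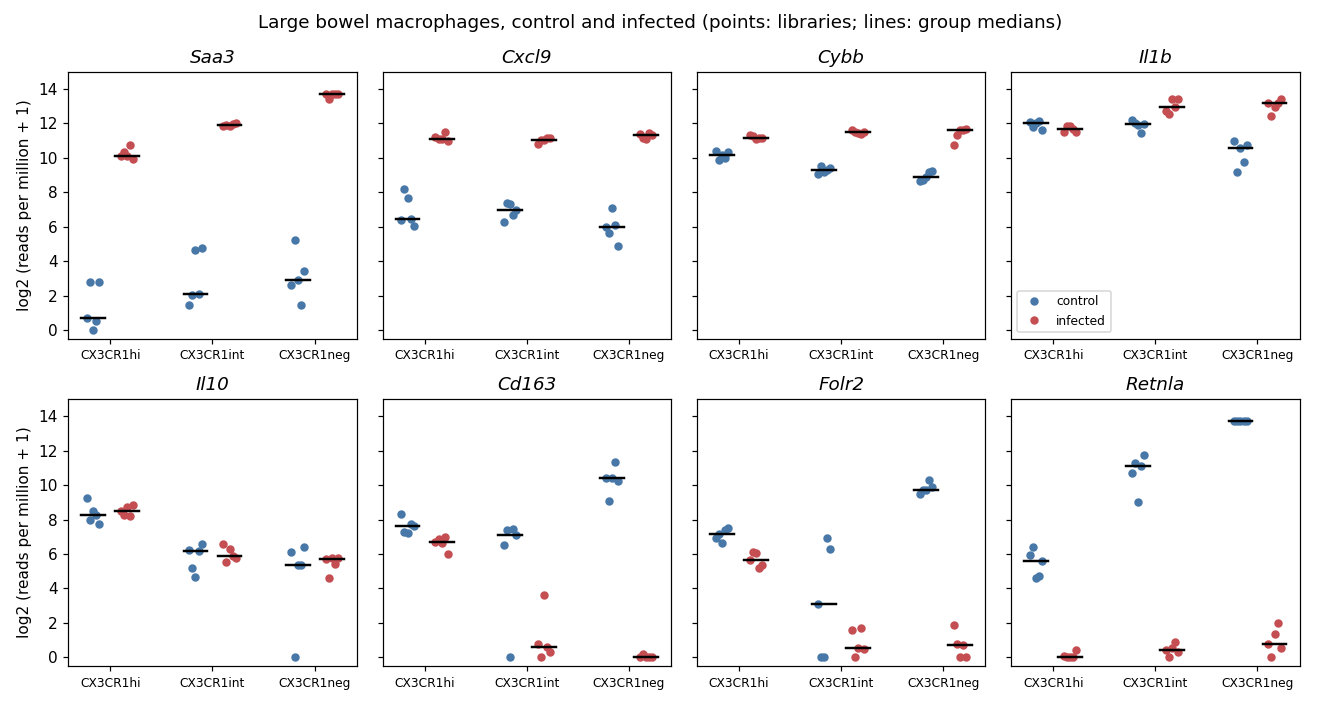
Deposited values of 8 genes in each library of the large bowel CX3CR1hi, CX3CR1int and CX3CR1neg macrophages, control and infected, on a log2 (RPM + 1) axis, with a line at each group's median (n = 5). Saa3 and Cxcl9 were higher in each infected library of all 3 populations, Cd163 and Folr2 were lower in each infected CX3CR1neg library, and Il10 overlapped between control and infected CX3CR1hi libraries.

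How the infection response of CX3CR1hi macrophages differed from that of the other macrophages was tested directly as an interaction. Against CX3CR1int cells, 54 genes differed (n = 5 in each of 4 groups). Of these, 20 had a higher and 34 a lower infection effect in CX3CR1hi cells. Mgl2 (ENSMUSG00000040950) had a higher infection effect in CX3CR1hi cells (4.52 ± 0.61, adjusted p = 2.3e-04), at 251 ± 21.6 and 454 ± 128 in infected and control CX3CR1hi cells and 17 ± 11.2 and 672 ± 315 in CX3CR1int cells. The difference for Retnla (5.00 ± 0.95, adjusted p = 0.0071) mirrored its control levels of 48 ± 25.3 and 2067 ± 1100, since it was below 1 or at 0 in the infected libraries of both populations. Lower effects in CX3CR1hi cells were found for Cybb (-1.14 ± 0.17, adjusted p = 4.5e-04), Il1b (-1.37 ± 0.23, adjusted p = 0.0056), Vcam1 (-1.83 ± 0.34, adjusted p = 0.0061) and Vegfa (-2.25 ± 0.41, adjusted p = 0.0055). Fpr2, listed at 0 in all control CX3CR1int libraries, had a lower effect too (adjusted p = 0.011). The difference for Il10 was -0.07 ± 0.49 (adjusted p = 0.97). No list passed with an estimated correlation. With the preset one, type I interferon and glycolysis genes were lower (adjusted p of 7.8e-05 to 8.4e-04, and adjusted p of 0.0545 to 0.11 with an estimated correlation), as were interferon gamma genes and inflammatory cytokines (adjusted p of 0.0036 to 0.019, and adjusted p of 0.25 to 0.7 with an estimated correlation). The medians of the latter lists were -0.80 and -0.61, and 0.01 and 0.20 with library medians aligned. Epithelial, cell cycle and peritoneal macrophage lists were higher with 0 members past the threshold (adjusted p of 3.7e-05 to 0.012, and adjusted p of 0.084 to 0.27 with an estimated correlation). The median of all genes was -0.23. With library medians aligned 4 genes passed, 4 higher and 0 lower. Without control CX3CR1int library B, C or D the count was 82, 151 or 86. Without infected CX3CR1hi library A it was 32.

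Against CX3CR1neg cells, 389 genes differed in their infection effect, 154 higher and 235 lower in CX3CR1hi cells. Of resident macrophage genes, 10 were higher and 1 lower of 20, or 12 and 1 adjusted over the list alone (adjusted p = 1.5e-24). Cd163 (9.27 ± 0.59, adjusted p = 4.2e-12), Folr2 (7.71 ± 0.65, adjusted p = 1.0e-09) and Mrc1 (5.46 ± 0.42, adjusted p = 2.3e-10) were among them. Among chemokines, Ccl8 (ENSMUSG00000009185) had a difference of 8.11 ± 0.36 (adjusted p = 6.6e-16) and Ccl24 of 10.93 ± 0.90 (adjusted p = 6.9e-10). Ccl7 had a difference of 9.33 ± 0.62 (adjusted p = 7.0e-12) and Ccl2 of 6.12 ± 0.42 (adjusted p = 1.7e-11). Lower infection effects in CX3CR1hi cells were found for the receptors Clec4e (-6.62 ± 1.03, adjusted p = 2.6e-04) and Trem1 (-6.13 ± 1.13, adjusted p = 1.0e-03), and for Chil3 (-5.58 ± 1.15, adjusted p = 0.0033). Hp, listed at 0 in all control CX3CR1neg libraries, also had a lower effect (adjusted p = 0.0033). Of the monocyte list, 1 was higher and 4 lower of 14, or 2 and 9 adjusted over the list alone (adjusted p = 0.0016). Glycolysis genes had lower effects in CX3CR1hi cells (0 higher and 4 lower of 16, or 0 and 10 adjusted over the list alone, adjusted p = 6.3e-07). Antimicrobial and MHC class II genes were lower as lists (adjusted p of 0.0055 to 0.014, and adjusted p of 0.08 to 0.21 with an estimated correlation). The median of the latter was -0.76, and 0.07 with library medians aligned. Higher effects were found for immediate early genes (3 higher and 0 lower of 18, or 5 and 0 adjusted over the list alone, adjusted p = 7.2e-07) and dendritic cell markers (2 higher and 0 lower of 17, or 5 and 1 adjusted over the list alone, adjusted p = 2.0e-04). Peritoneal macrophage markers (2 higher and 0 lower of 10, or 3 and 0 adjusted over the list alone, adjusted p = 4.6e-05) and type 3 lymphocyte genes (0 higher and 0 lower of 9, or 1 and 0 adjusted over the list alone, adjusted p = 0.0012) also had higher effects as lists. Anti-inflammatory, epithelial, cell cycle and fibroblast lists had higher effects with the preset correlation alone (adjusted p of 2.6e-05 to 0.0098, and adjusted p of 0.11 to 0.21 with an estimated correlation). The anti-inflammatory list had a median of -0.09 against a mean of 0.83, and a median of 0.74 with library medians aligned. The median of all genes was -0.33. With library medians aligned 116 genes passed, 94 higher and 22 lower.

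Among control macrophages of the large bowel, the comparison of CX3CR1hi with CX3CR1int cells asked what sets the CX3CR1hi population apart before infection. Il10 (ENSMUSG00000016529) was at 345 ± 153 in CX3CR1hi and 59.5 ± 28.6 in CX3CR1int cells (2.58 ± 0.45, adjusted p = 3.5e-04). Cx3cr1, the gene of the sort, was at 718 ± 178 and 164 ± 87.9 (2.23 ± 0.33, adjusted p = 1.8e-05). Vcam1 was higher by 3.36 ± 0.39 (adjusted p = 8.0e-08) and Apoe by 2.95 ± 0.25 (adjusted p = 1.1e-07). Selenop was higher by 2.56 ± 0.34 (adjusted p = 9.6e-06), the prostaglandin synthase Hpgds by 5.53 ± 0.90 (adjusted p = 9.1e-05) and Cd4 by 5.33 ± 0.94 (adjusted p = 3.5e-04). Lower genes were S100a4 (-5.25 ± 0.40, adjusted p = 1.4e-12), Retnla (-5.32 ± 0.45, adjusted p = 2.6e-07), Fn1 (-4.73 ± 0.52, adjusted p = 2.8e-08) and the monocyte receptor Ccr2 (-2.53 ± 0.49, adjusted p = 0.0027). Of the resident macrophage list, 13 were higher and 0 lower of 20, or 15 and 0 adjusted over the list alone (adjusted p = 1.1e-27). Of monocyte markers, 0 were higher and 3 lower of 11, or 0 and 5 adjusted over the list alone (adjusted p = 3.0e-06). H2-Ab1 was at 4653 ± 378 and 4747 ± 426 (-0.03 ± 0.14, adjusted p = 0.96). Both interferon lists were higher with 0 members past the threshold (adjusted p of 0.022 to 0.024, and adjusted p of 0.48 with an estimated correlation). Anti-inflammatory genes were higher as a list (3 higher and 1 lower of 15, or 7 and 1 adjusted over the list alone, adjusted p = 0.0061, and adjusted p = 0.55 with an estimated correlation), and so were inflammatory cytokines and immediate early genes (adjusted p of 0.0016 to 0.0065, and adjusted p of 0.55 to 0.56 with an estimated correlation). The medians of these 3 lists were 0.92, 0.79 and 0.59, and -0.04, -0.17 and -0.38 with library medians aligned. The median of all genes was 0.26. The test called 144 genes, 101 of them higher, against 3 with medians aligned (0 higher and 3 lower). It called 333 without CX3CR1int library C, 94 without CX3CR1hi library A and 89 without CX3CR1hi library D.

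Between control CX3CR1int and CX3CR1neg cells 68 genes differed, 16 higher and 52 lower in CX3CR1int (n = 5 and 5; median of all genes 0.12). CX3CR1int cells had more Il1b (ENSMUSG00000027398; 1.66 ± 0.21, adjusted p = 7.1e-12), the fungal glucan receptor Clec7a (1.74 ± 0.36, adjusted p = 4.5e-04) and H2-Eb1 (1.30 ± 0.13, adjusted p = 5.5e-20). H2-Ab1 was higher by 0.95 ± 0.18 (adjusted p = 3.2e-05), and by 0.00 with library medians aligned. Without CX3CR1int library C, Il1b and H2-Ab1 had adjusted p of 0.16 and 0.21. CX3CR1int cells had less Lyve1 (-8.07 ± 1.27, adjusted p = 1.7e-07), Gas6 (-5.33 ± 0.50, adjusted p = 1.3e-22) and Selenop (-3.33 ± 0.31, adjusted p = 1.3e-22). Also lower were Ccl2 (-3.14 ± 0.32, adjusted p = 3.7e-19) and Hmox1 (-2.88 ± 0.37, adjusted p = 9.4e-12). Cx3cr1 did not pass (2.61 ± 0.89, adjusted p = 0.24). Of resident macrophage markers, 0 were higher and 8 lower of 20, or 1 and 11 adjusted over the list alone (adjusted p = 1.7e-20). MHC class II genes were higher (4 higher and 0 lower of 13, or 5 and 0 adjusted over the list alone, adjusted p = 6.3e-10, and adjusted p = 0.14 with an estimated correlation). Their median was 0.71, and -0.24 with library medians aligned. Anti-inflammatory, immediate early and type I interferon lists were lower (adjusted p of 1.4e-11 to 0.015, and adjusted p of 0.18 to 0.53 with an estimated correlation). With medians aligned 14 genes passed, 0 higher and 14 lower. The count was 44 without CX3CR1int library A and 44 with the sorting experiment as a block.

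CX3CR1hi cells differed from CX3CR1neg cells in 299 genes, 195 higher and 104 lower (n = 5 and 5; median of all genes 0.36). Cx3cr1 (ENSMUSG00000052336) was higher by 4.84 ± 0.58 (adjusted p = 4.7e-06), the collagenase Mmp13 by 7.63 ± 0.83 (adjusted p = 9.5e-09) and Cd4 by 6.13 ± 1.15 (adjusted p = 4.5e-04). Csf1r, the receptor for the macrophage growth factor, was higher by 1.67 ± 0.26 (adjusted p = 1.3e-05) and Apoe by 1.90 ± 0.14 (adjusted p = 7.6e-14). Il10, listed at 0 in 1 CX3CR1neg library and at 345 ± 153 in CX3CR1hi cells, did not pass (3.70 ± 1.11, adjusted p = 0.15). Without that library, B, the difference was 2.54 (adjusted p = 3.4e-05). With the sorting experiment as a block it passed (adjusted p = 0.0041), and it was 2.48 (adjusted p = 8.2e-07) with values floored at 10 reads. Lower in CX3CR1hi cells were Retnla (-8.28 ± 0.26, adjusted p = 1.3e-21), Lyve1 (-6.94 ± 0.87, adjusted p = 2.4e-07) and Ednrb (-4.96 ± 0.56, adjusted p = 3.4e-08). Ccl24 (-4.75 ± 0.69, adjusted p = 5.7e-06), Cd163 (-2.68 ± 0.30, adjusted p = 2.0e-07) and Folr2 (-2.69 ± 0.28, adjusted p = 3.9e-09) were lower as well. Resident markers split (8 higher and 5 lower of 20, or 9 and 5 adjusted over the list alone, adjusted p = 0.15). MHC class II genes were higher (5 higher and 0 lower of 13, or 7 and 0 adjusted over the list alone, adjusted p = 1.7e-06, and adjusted p = 0.15 with an estimated correlation). Their median was 0.97, and 0.00 with library medians aligned. Peritoneal macrophage markers were lower (0 higher and 2 lower of 8, or 0 and 3 adjusted over the list alone, adjusted p = 8.5e-05). The monocyte, dendritic cell, epithelial and immediate early lists were lower with the preset correlation alone (adjusted p of 0.0019 to 0.019, and adjusted p of 0.099 to 0.38 with an estimated correlation). The monocyte list had a median of 0.01 against a mean of -0.71, and a median of -0.96 with library medians aligned. The aligned count was 13, 3 higher and 10 lower.

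CX3CR1hi macrophages against CD103+CD11b- dendritic cells of the same control tissue gave 823 genes, 597 higher and 226 lower in macrophages (n = 5 and 5; median of all genes 0.24). The macrophage genes C1qa (ENSMUSG00000036887; 8.58 ± 0.49, adjusted p = 6.9e-08) and Mrc1 (8.83 ± 0.77, adjusted p = 1.1e-09) were higher. Csf1r (6.05 ± 0.62, adjusted p = 2.9e-07) and Il10 (8.15 ± 1.06, adjusted p = 2.6e-06) were higher too. The dendritic cell genes Xcr1 (-6.01 ± 0.73, adjusted p = 8.0e-07), Clec9a (-7.21 ± 1.14, adjusted p = 4.5e-05) and Itgae (-6.95 ± 1.04, adjusted p = 1.9e-05) were lower. So was Irf8 (-1.51 ± 0.17, adjusted p = 2.9e-07). H2-Ab1 was at 4653 ± 378 and 4532 ± 571. Of resident markers, 18 were higher and 0 lower of 20, or 19 and 0 adjusted over the list alone (adjusted p = 8.5e-32). Of dendritic cell markers, 1 was higher and 11 lower of 18, or 1 and 15 adjusted over the list alone (adjusted p = 4.4e-18). Inflammatory cytokines were higher in macrophages (14 higher and 0 lower of 18, or 15 and 1 adjusted over the list alone, adjusted p = 2.3e-14), and so were anti-inflammatory (8 higher and 0 lower of 15, or 10 and 0 adjusted over the list alone, adjusted p = 6.8e-10) and antimicrobial genes (4 higher and 0 lower of 13, or 5 and 0 adjusted over the list alone, adjusted p = 0.0014). The immediate early, monocyte, type I interferon, B cell help, plasma cell and B cell lists were higher (adjusted p of 3.4e-05 to 0.035, and adjusted p of 0.056 to 0.14 with an estimated correlation).

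The CD103+ dendritic cells of the small bowel (CD11b+) and large bowel (CD11b-) differed in 119 genes, 61 higher and 58 lower in the small bowel (n = 5 and 5). Tissue and subset changed together in this comparison. Higher were Irf4, the transcription factor of CD11b+ dendritic cells (ENSMUSG00000021356; 7.10 ± 1.51, adjusted p = 0.0011), Cybb (4.89 ± 0.73, adjusted p = 1.5e-07), Mgl2 (6.13 ± 1.24, adjusted p = 4.8e-04) and Trem1 (6.64 ± 1.43, adjusted p = 0.0014). Itgam, which encodes CD11b, was higher by 2.69 ± 0.74 (adjusted p = 0.032). With the sorting experiment as a block its adjusted p was 0.056. It was 0.098, 0.15 and 0.18 without small bowel library B, C or E and 0.1 without large bowel library D. Lower were Irf8 (-6.39 ± 0.49, adjusted p = 3.3e-26), Xcr1 (-7.07 ± 1.21, adjusted p = 9.2e-06), Tlr12 (-7.50 ± 1.41, adjusted p = 1.1e-04) and Cadm1 (-5.33 ± 1.06, adjusted p = 4.0e-04). Of the dendritic cell list, which holds mostly genes of the CD11b- subset, 1 was higher and 7 lower of 18, or 1 and 9 adjusted over the list alone (adjusted p = 3.8e-09). Plasma cell markers were higher (3 higher and 0 lower of 9, or 5 and 0 adjusted over the list alone, adjusted p = 1.0e-05, and adjusted p = 0.14 with an estimated correlation). Antimicrobial genes were higher as a list (1 higher and 0 lower of 10, adjusted p = 0.0086, and adjusted p = 0.11 with an estimated correlation). Itgae was at 206 ± 108 and 313 ± 129 (-0.70 ± 0.51, adjusted p = 0.74). Without small bowel library B the count was 74.

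**Figure D2:**
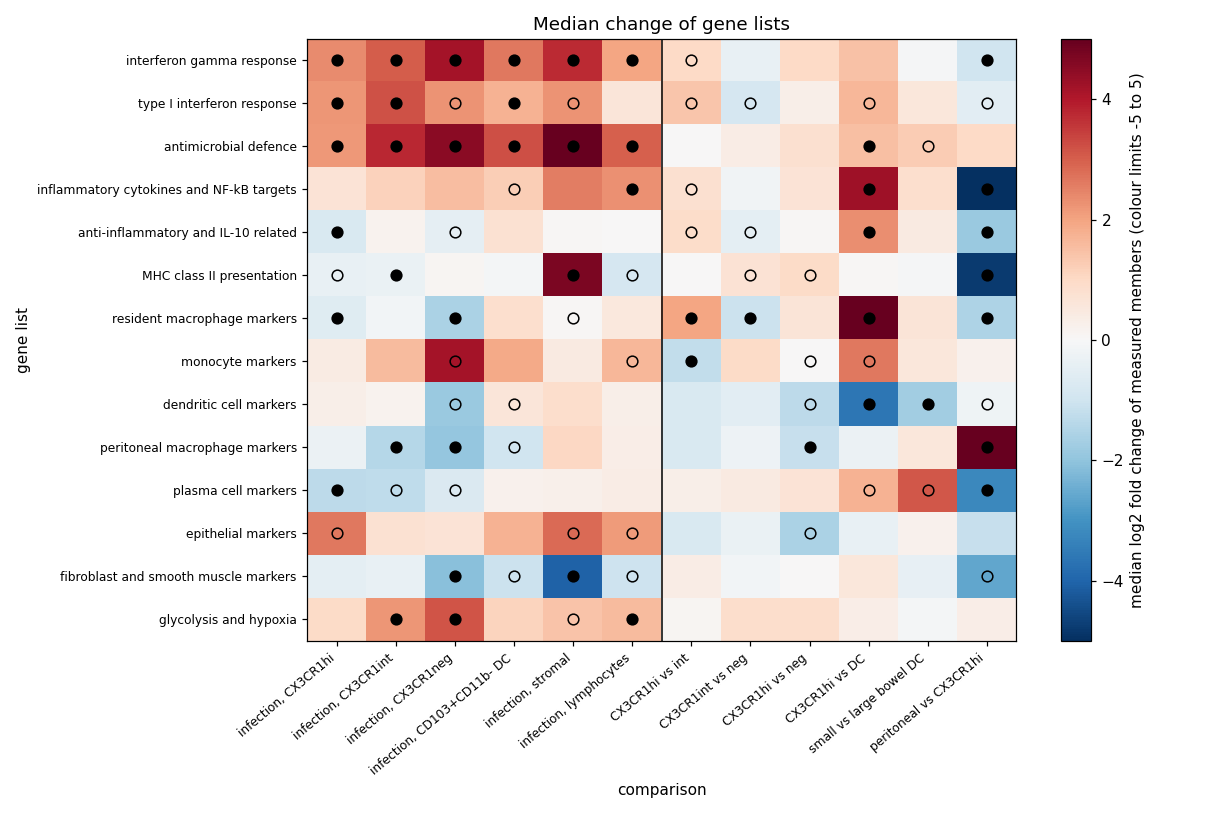
Median log2 fold change of the measured members of 14 gene lists (vertical axis) in the 6 infection comparisons and the 6 comparisons of control populations (horizontal axis), from blue (lower) to red (higher); a filled dot marks a list that passed with both correlations and an open dot one that passed with the preset correlation alone. Interferon gamma genes were higher in all 6 infection comparisons, and among these 12 comparisons fibroblast markers had their lowest median in infected stromal cells.

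Peritoneal macrophages differed from control CX3CR1hi macrophages in 2154 genes, 1063 higher and 1091 lower (n = 5 and 5; median of all genes 0.19). Prg4 (ENSMUSG00000006014) was higher by 11.39 ± 0.48 (adjusted p = 9.6e-16) and Alox15 by 10.66 ± 0.47 (adjusted p = 1.0e-13). Fn1 was at 22740 ± 5100, higher by 10.13 ± 0.50 (adjusted p = 1.2e-07). Cd5l was higher by 9.94 ± 0.57 (adjusted p = 5.1e-13) and F5 by 9.63 ± 0.56 (adjusted p = 5.8e-13). Cxcl13 was at 306 ± 145, higher by 4.71 ± 0.59 (adjusted p = 8.9e-07). Il1b (-10.20 ± 0.41, adjusted p = 3.7e-16), H2-Ab1 (-7.61 ± 0.33, adjusted p = 6.4e-14) and H2-Eb1 (-8.54 ± 0.24, adjusted p = 9.8e-19) were lower. Cx3cr1 (-7.39 ± 0.57, adjusted p = 1.3e-10), Mrc1 (-7.51 ± 0.47, adjusted p = 2.2e-12) and Cxcl2 (-6.43 ± 0.22, adjusted p = 9.4e-18) were lower too. Il10 was listed at 0 in all 5 peritoneal libraries. Adgre1, which encodes the sort marker F4/80, was at 591 ± 111 and 323 ± 29.8 (0.85 ± 0.20, adjusted p = 0.0034).

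Of the peritoneal macrophage markers, 13 were higher and 0 lower of 14, or 14 and 0 adjusted over the list alone (adjusted p = 6.4e-22). MHC class II genes, by which the population was sorted, were lower (0 higher and 12 lower of 13, or 0 and 13 adjusted over the list alone, adjusted p = 1.6e-19). Inflammatory cytokines were lower (0 higher and 17 lower of 18, or 1 and 17 adjusted over the list alone, adjusted p = 1.4e-23), and so were immediate early genes (0 higher and 14 lower of 18, or 0 and 16 adjusted over the list alone, adjusted p = 9.0e-19). Tissue differed too, and an effect of tissue dissociation on both lists was not tested. Among resident macrophage markers, 3 were higher and 13 lower of 20, or 3 and 14 adjusted over the list alone (adjusted p = 3.7e-09). Anti-inflammatory (1 higher and 10 lower of 16, or 2 and 11 adjusted over the list alone, adjusted p = 1.6e-06) and interferon gamma genes (0 higher and 9 lower of 17, or 1 and 9 adjusted over the list alone, adjusted p = 3.6e-04) were lower as lists. Genes of B cell help (0 higher and 4 lower of 7, or 1 and 5 adjusted over the list alone, adjusted p = 0.0062) and of plasma cells (0 higher and 6 lower of 9, or 1 and 6 adjusted over the list alone, adjusted p = 3.6e-04) were lower too. Among type 3 lymphocyte genes, 0 were higher and 3 lower of 8 (adjusted p = 0.0066). Type I interferon, dendritic cell and fibroblast lists were lower with the preset correlation alone (adjusted p of 7.1e-05 to 0.029, and 0.1 to 0.2 with an estimated correlation).

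**Figure D3:**
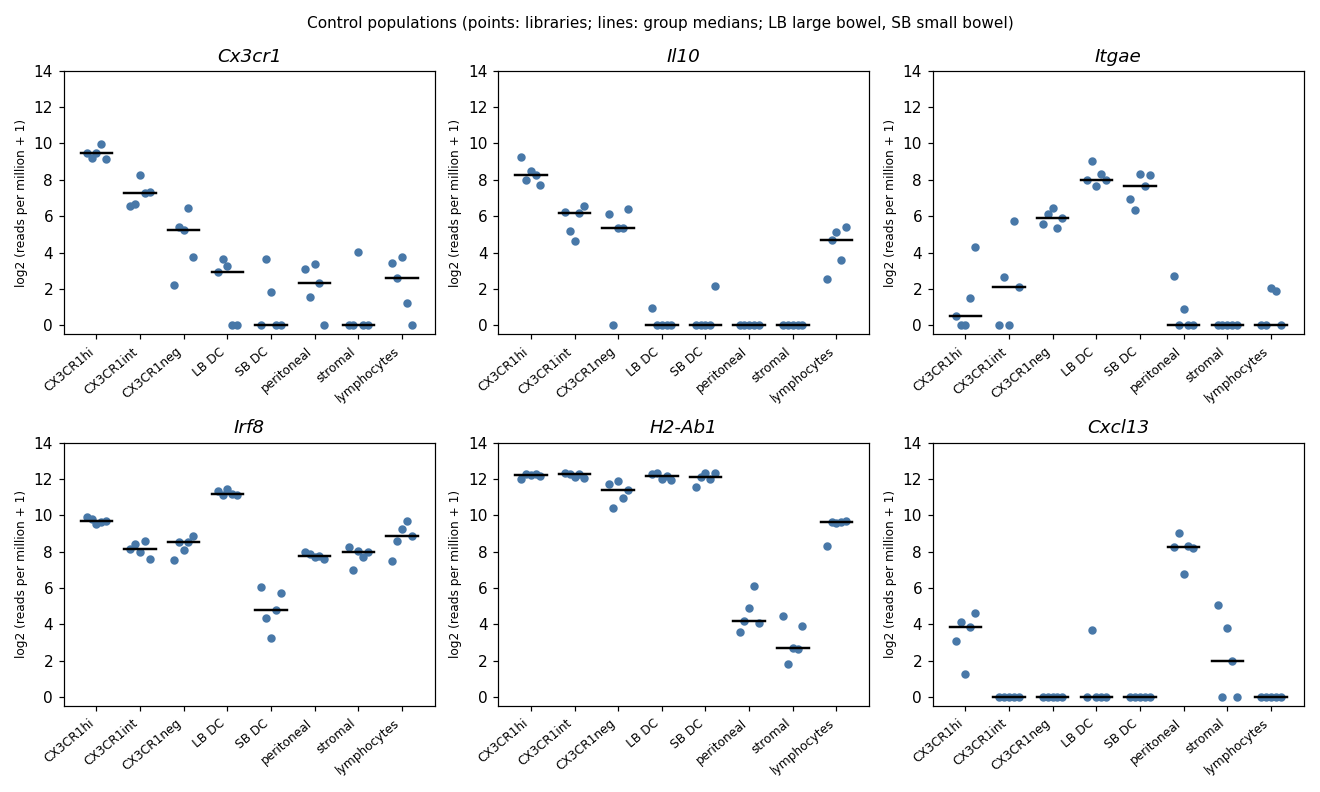
Deposited values of 6 genes in each library of the 8 control populations (points, n = 5 each), on a log2 (RPM + 1) axis, with a line at each group's median. The median of Il10 and Cx3cr1 was highest in CX3CR1hi macrophages among these 8, that of Cxcl13 in peritoneal macrophages and that of Itgae in the CD103+ dendritic cells of both tissues.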

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

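The tests of explanations and of other splits of the libraries in this part were chosen after the results were seen, and the interaction tests were planned.

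In 156 tests of 1 measure in 1 group, 15 found a library whose gap to its nearest neighbour, as a share of the group's range on the log2 scale (in parentheses), exceeded Dixon's critical value; chance gives about 1 in 20. Control CX3CR1int library C stood apart in genes above 0, 5660 against 9310 to 10900 (0.759), and in the leukocyte gene Ptprc, 343 against 930 to 1360 (0.725). In control CX3CR1neg library B, Il10 was listed at 0 against 39.3 to 83 (0.835). In small bowel dendritic cells, Itgam was 76.4 against 245 to 390 (0.714) in library D, Itgax 114 against 507 to 682 (0.834) in A, Csf1r listed at 0 against 21.5 to 67.6 (0.737) in E and Adgre1 listed at 0 against 26.3 to 97.9 (0.72) in B. Control lymphocyte library A had H2-Ab1 at 320 against 775 to 835 (0.922) and Ptprc at 1640 against 1080 to 1140 (0.874), and infected lymphocyte library C had Ccr7 at 39.9 against 99.2 to 130 (0.772). Infected CX3CR1hi library B had H2-Ab1 at 2500 against 1990 to 2110 (0.737) and Ltb at 2.69 against 0 to 0.456 (0.712), and infected CX3CR1int library A had H2-Ab1 at 1570 against 2360 to 2740 (0.732). Itgam in control stromal library A was 16.1 against 61.9 to 102 (0.723), and Ptprc in peritoneal library E was 493 against 225 to 269 (0.775).

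By the interaction tests, 54 genes differed in infection effect between CX3CR1hi and CX3CR1int macrophages and 389 between CX3CR1hi and CX3CR1neg macrophages. Against CX3CR1neg cells the lists that differed also with an estimated correlation were resident macrophage (adjusted p = 3.3e-04), monocyte (adjusted p = 0.0309), dendritic cell (adjusted p = 0.0128) and peritoneal macrophage markers (adjusted p = 0.00347), type 3 lymphocyte genes (adjusted p = 0.0115), glycolysis genes (adjusted p = 0.00762) and immediate early genes (adjusted p = 0.0469).

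Fibroblast markers fell in infected CD45-negative stromal cells while 9 of 20 epithelial markers rose in the same libraries. If a larger share of epithelial cells diluted all other cells, endothelial markers would fall as far; their mean log2 change was above that of fibroblast markers by 3.28 ± 0.33, with each infected library above each control, which argues against dilution as the whole cause. Control libraries detected fewer genes and had higher lowest values above 0 (0.678 to 1.96 RPM against 0.0659 to 0.456), so a difference in depth could make scarce genes fall, but it is argued against by 16 of 18 markers that fell with values floored at 10 reads (15 of 18 without the floor), and a role of control library B by 15 of 18 that fell without it. The hypotheses of fewer fibroblasts in the sorted cells and of a change within fibroblasts stay open.

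Reg3b, an epithelial lectin gene, rose in all 5 infected leukocyte populations of the large bowel, whose sorts should leave out epithelial cells. RNA of epithelial cells is a candidate source: the median ratio of Reg3b to the summed epithelial markers was 0.656 to 0.9 in these populations, in 5 of 5 within 2 times the 1.01 of infected stromal libraries, with single libraries at 0.0529 to 1.43 and 22 of 25 within 2 times. The summed markers, none of which stands in another list, had control and infected means of 68.7 and 457 in CX3CR1hi cells, 92 and 680 in lymphocytes and 217 and 395 in dendritic cells, and were below the controls in infected CX3CR1int (280 and 208) and CX3CR1neg cells (230 and 179). The ratio was at most 0.0202 in control stromal libraries and higher, at most 0.0572 to 0.154, in the control leukocyte populations, which was not explained; both lay below infected stromal libraries (0.889 or more), so that epithelial RNA of infected mice could raise Reg3b without a higher sum. A difference in depth is argued against, since Reg3b rose in 4 of the 5 populations with values floored at 10 reads; transcription of Reg3b by the leukocytes themselves was not tested and stays open.

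Resident macrophage markers fell in infected CX3CR1neg macrophages. Lowest values above 0 were 1.7 to 27.9 RPM in control and 0.126 to 0.678 in infected libraries, so here too depth could lower scarce genes, and it is argued against by 14 of 18 markers that fell with values floored at 10 reads (13 of 20 without the floor). A larger share of cells that are not myeloid would lower genes shared by myeloid cells as well; 12 such genes had a mean log2 change of 1.19, and the 19 measured resident markers not among them changed by -4.34 ± 0.19 relative to them, with each infected library below each control. Neutrophils and dendritic cells express such genes too. A larger share of these cells stays open (5 of 7 neutrophil markers rose and 1 fell, but 5 of 15 dendritic ones fell and 3 rose). So do replacement by monocyte-derived cells and a change within the cells.

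For each comparison, 100 splits of its libraries, the real one included, were compared by the number of genes called. Chance was excluded for infection in CX3CR1hi (2009 against 5 in the highest other split), CX3CR1int (1026 against 6) and CX3CR1neg macrophages (1578 against 23), dendritic cells (142 against 1) and lymphocytes (890 against 16), and for the control comparisons of CX3CR1hi with CX3CR1int (144 against 1), CX3CR1int with CX3CR1neg (68 against 18), CX3CR1hi with CX3CR1neg (299 against 1), macrophages with dendritic cells (823 against 3), dendritic cells of both tissues (119 against 15) and peritoneal with CX3CR1hi macrophages (2154 against 0), with 1 of 100 splits as large in each. The same held for stromal cells (2068 against 2031), where the highest other split set control library B with the infected libraries and points to a structure of the samples. For the interactions with CX3CR1neg (389 against 105, 1 of 100 splits as large) and CX3CR1int cells (54 against 1383, 2 of 100), splits within each population remove the infection effects and not just their difference, so chance was not tested; the highest split of the latter exchanged all control and infected CX3CR1int and 2 CX3CR1hi libraries and came near the sum of both effects, a structure of the samples.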

How the results depend on the processing

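The floor at 10 reads and the test of only well-read genes were chosen after the results were seen, and the other settings were planned. The planned count test was not run.

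Of the 14 counts of genes, a pseudocount of 4 and quantile normalization within the fit kept 14 within 1.5 times. Where a count moved further, the main counts were 2009, 1026, 1578, 142 and 890 for infection in CX3CR1hi, CX3CR1int, CX3CR1neg, dendritic cells and lymphocytes, 144 for CX3CR1hi against CX3CR1int, 68 for CX3CR1int against CX3CR1neg, 299 for CX3CR1hi against CX3CR1neg, 823 for CX3CR1hi against dendritic cells, 119 for dendritic cells between tissues, and 54 and 389 for the interactions with CX3CR1int and CX3CR1neg. A pseudocount of 0.25 gave 34 for CX3CR1int against CX3CR1neg and 77 for dendritic cells between tissues. Without the filter there were 675 for infection in CX3CR1int and 571 for infection in lymphocytes, where more genes were tested, and the filter at 10 gave 44 for CX3CR1int against CX3CR1neg. Setting library medians equal gave 137 and 372 for infection in CX3CR1int and CX3CR1neg, 3 for CX3CR1hi against CX3CR1int, 14 for CX3CR1int against CX3CR1neg, 13 for CX3CR1hi against CX3CR1neg, and 4 and 116 for the interactions with CX3CR1int and CX3CR1neg; this setting moves libraries with few detected genes, whose median lies near 0, upward against the rest, and in CX3CR1hi against CX3CR1int cells it took the median of all genes from 0.26 to -0.71. With all 14 groups in 1 fit, which pools the spread of all populations, there were 494, 592 and 561 for infection in CX3CR1hi, dendritic cells and lymphocytes, 312 for CX3CR1hi against CX3CR1int, 339 for CX3CR1int against CX3CR1neg, 574 for CX3CR1hi against CX3CR1neg, 1465 for CX3CR1hi against dendritic cells, 812 for dendritic cells between tissues, and 8 and 162 for the interactions with CX3CR1int and CX3CR1neg. Array weights gave 399 for CX3CR1hi against CX3CR1int, 141 for CX3CR1int against CX3CR1neg, 511 for CX3CR1hi against CX3CR1neg, 268 for dendritic cells between tissues and 163 for the interaction with CX3CR1int, and the cause was not tested. The floor gave 229 for infection in dendritic cells, 234 for CX3CR1hi against CX3CR1int, and 191 and 611 for the interactions with CX3CR1int and CX3CR1neg, also with the cause not tested, and well-read genes alone, fewer by construction, gave 680 and 890 for infection in CX3CR1int and CX3CR1neg, 30 for CX3CR1int against CX3CR1neg and 70 for dendritic cells between tissues.

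The sorting experiment as a block changed 1 of the 14 counts beyond 1.5 times, 44 genes for CX3CR1int against CX3CR1neg; Il10 in CX3CR1hi against CX3CR1neg cells passed (3.70, adjusted p = 0.0041), Itgam between dendritic cells did not (adjusted p = 0.056), and no other call of a named gene or list that had passed changed.

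Leaving out 1 library gave 1402 to 2338, 593 to 1855, 979 to 1949, 83 to 156, 1276 to 2705 and 562 to 1217 for infection in CX3CR1hi, CX3CR1int, CX3CR1neg, dendritic cells, stromal cells and lymphocytes, 89 to 333 for CX3CR1hi against CX3CR1int, 44 to 84 for CX3CR1int against CX3CR1neg, 204 to 396 for CX3CR1hi against CX3CR1neg, 598 to 843 for CX3CR1hi against dendritic cells, 74 to 144 for dendritic cells between tissues, 1722 to 2183 for peritoneal against CX3CR1hi, 32 to 151 for the interaction with CX3CR1int and 283 to 566 for the interaction with CX3CR1neg.

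Of 232 results for named genes, 41 no longer passed with library medians equal, 38 with all groups in 1 fit, 4 with a pseudocount of 0.25 and at most 2 with any other setting short of leaving out a library, which changed 14. Genes that had not passed changed sign as follows, each near 0 in the first place: Il10 with infection in CX3CR1hi cells (-0.01 with array weights) and in CX3CR1int cells (-0.75 with medians equal, -0.01 with array weights, -0.03 to 0.45 leaving out 1 library) and in their interaction (0.74 with medians equal, 0.16 with the floor, -0.27 to 0.20 leaving out 1 library); Cx3cr1 (-0.79 and -0.35 to 0.71) and Itgam (-1.01 and -0.09 to 0.13) with infection in CX3CR1neg cells, with medians equal and leaving out 1 library; and H2-Ab1 in CX3CR1hi against CX3CR1int cells (-0.07 to 0.02 leaving out 1 library) and against dendritic cells (-0.05 with medians equal, -0.01 with array weights, -0.01 to 0.10 leaving out 1 library). H2-Ab1 in CX3CR1int against CX3CR1neg cells, which had passed, was at 0.00 with medians equal. Of 135 lists that passed, 76 did not with an estimated correlation, 29 of 128 with the floor, 26 of 123 with well-read genes, 11 of 133 with the filter at 10, 11 with medians equal, 10 with all groups in 1 fit, 9 with no filter and at most 2 with each remaining setting; 25 lost the call without at least 1 library. None turned direction. Of 200 that had not passed, 17 passed without the filter, 16 with array weights and 13 with all groups in 1 fit. Depth, which is unknown, limits what is said of genes at a few RPM.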

Other observations

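Given here are deposited RPM values of lymphoid tissue, B cell survival and sort genes, with no tests beyond the fits above. Ccl19, a chemokine of lymphoid tissue stroma, was listed at 0 in all 69 libraries. Ccl20, which attracts CCR6-bearing lymphocytes, was above 0 in 3 of 4 infected stromal libraries (at most 3.85) and 1 infected lymphocyte library. Cxcl13 was above 0 in all 5 control (1.39 to 23.8) and all 5 infected CX3CR1hi libraries (37.5 to 79.9), in 4 of 5 infected and 0 of 5 control CX3CR1int libraries, and in 0 lymphocyte libraries. Of the B cell survival factors, Tnfsf13b (BAFF) was above 0 in 2 of 5 control and 3 of 5 infected CX3CR1hi libraries, and Tnfsf13 (APRIL) in 3 and 1. Ltb, a lymphotoxin gene needed for lymphoid organ development, was at 212 ± 111 in control and 202 ± 59.9 in infected lymphocytes, and Lta was above 0 in 1 of 5 and 5 of 5 (2.23 to 17.9 in the infected ones).

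Ccr7, the receptor by which cells reach lymph nodes, was at 710 ± 285 in small bowel and 402 ± 111 in large bowel dendritic cells of control mice, at 316 ± 142 in CX3CR1neg, 381 ± 159 in CX3CR1int and 113 ± 45 in CX3CR1hi macrophages, and at most at 0.745 in peritoneal macrophages. Csf1r was at 1003 ± 120 in control CX3CR1hi, 405 ± 63.7 in CX3CR1int, 335 ± 148 in CX3CR1neg and 423 ± 68.4 in peritoneal macrophages. Ptprc, which encodes CD45, ran from 0 to 10.3 in control and from 2.91 to 126 in infected libraries of the CD45-negative stromal population, against 1204 ± 243 in control lymphocytes.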
